A study of Mus musculus with 15 samples.

How the data were processed

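Gene expression in the tibialis anterior muscle of 15 male 129Pas mice aged 7 weeks was measured by sequencing of TruSeq stranded mRNA libraries, in 4 groups of WT (n = 4), WT + TAM (n = 4), Mtm1-/y (n = 4) and Mtm1-/y + TAM (n = 3) mice. The deposited table holds raw read counts per Ensembl gene identifier, with a column per mouse and no normalization by the authors. The authors' processing notes name cutadapt 1.10, Bowtie2 2.2.8, STAR 2.5.3a, HTSeq 0.6.1p1 and the builds mm10 and GRCm38, without the role or order of each tool. Their annotation release, read filters, strand setting and tamoxifen regimen are not given in the sources used here. All 30672 gene identifiers matched GENCODE release M21 for GRCm38, from which symbols, coordinates, exon lengths and gene types were taken. All 15 columns were used, and samples were assigned to groups from the labels alone. Sequence reads were not analysed here, so alignment, strand, exon usage and variants were not assessed.

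Total counts per library were 18042558 to 45823277. A count of 0 in a library is compatible with a true value of up to 3 counts, and such limits cover counting error only, not the spread between mice.

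Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the 4 groups (minimum count 10), which left 15533. TMM factors scaled the libraries. A quasi-likelihood negative binomial model with 4 group means was fitted to all 15 libraries (glmQLFit with robust = TRUE, 11 residual degrees of freedom), and contrasts were tested with glmQLFTest. The contrasts were Mtm1-/y against WT, Mtm1-/y + TAM against Mtm1-/y, WT + TAM against WT, Mtm1-/y + TAM against WT + TAM, Mtm1-/y + TAM against WT, and the interaction of genotype with tamoxifen. A gene was called when its Benjamini-Hochberg adjusted p over all tested genes was under 0.05. Log2 fold changes are given with a standard error (SE) implied by the F statistic of the test, the absolute log2 fold change divided by the square root of F. It is rough for genes with counts near 0. CPM values are scaled by library size and TMM factor unless stated otherwise, and log2 CPM values have a prior count of 2.

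The following were fixed before the data were examined: the contrasts, tests and thresholds, a list of 24 genes, 18 gene sets, the rule for named genes and the alternatives below, except where stated. Besides the 24 listed genes, the rule named for each of the first 3 contrasts and the interaction the 3 highest and 3 lowest log2 fold changes among called genes with a mean log2 CPM of at least 1 and, for the contrasts, no overlap of the normalized values of the 2 groups compared. *Pgr* and *Esr2* were on the list but under the count filter. *Pgr* was compared by exact permutation of its CPM values, with p as the share of arrangements with at least as large an absolute difference. *Esr2* had at most 4 counts in any library and was not compared.

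Gene sets were tested with camera (limma 3.58.1, inter-gene correlation 0.01), two-sided, adjusted over 72 tests. The sets tested on the interaction were not among these and were adjusted over the tests of that contrast alone. Camera with a correlation estimated for each set, and fry, were alternatives. Fry tests whether the genes of a set move on balance in a direction and does not compare them with other genes. A set's value is the median log2 fold change of its tested genes.

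For the genotype score, genes called between WT and Mtm1-/y (2676 to 5026 genes) were refitted 8 times, each time without an untreated library. Log2 CPM values were projected on the difference between the group means of the remaining untreated libraries. Each untreated library took its score from the axis fitted without it, and each treated library took the mean over the 8 axes. Differences in mean score were tested by exact permutation of the finished scores of the 2 groups, with p as the doubled smaller tail. The axis was not refitted for each arrangement, and treated and untreated libraries were scored differently, so these p values are approximate. With 3 and 4 libraries its smallest value is 0.0571, where a p by absolute difference can reach 0.0286, and both are given where they differ. The share of genes moved back toward WT was computed with the 4 Mtm1-/y libraries divided into 2 and 2, and simulated counts without a drug effect gave its value under no effect. The slope between genotype effects with and without tamoxifen was fitted through the origin, in each direction.

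The pipeline was tested on simulated counts with known changes of 1.5, 2 and 4-fold in 200 genes per run over 5 runs. Between Mtm1-/y + TAM and Mtm1-/y, 20% of changes of 1.5-fold, 60.6% of 2-fold and 80.6% of 4-fold were called, with 4.29% false calls. For WT + TAM against WT these values were 23%, 61.8% and 86.1%, with 3.89% false calls, and for Mtm1-/y against WT 25.1%, 59.4% and 88.2%, with 3.53%. Simulated groups at positions 0 (untreated), 0 (treated), 1 and 0.5 between the genotypes had mean scores of 0.0708, 0.0566, 0.931 and 0.493. A set simulated at 1.5-fold was called in 3 of 3 runs, with 0 calls in 51 tests of other sets. Genes were simulated independently of each other, so this did not test false set calls that arise from correlated genes.

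The alternatives tried were relative log expression (RLE) and upper-quartile factors in place of TMM, no filter and a stricter filter on low counts (10 counts in every library of at least 1 group), DESeq2 1.42.0 and limma-voom, an added threshold of 1 on the absolute log2 fold change, replicate number as a block, fits to the 2 compared groups alone, and leaving out each library in turn. For the score they were a prior count of 5, an axis of the 500 genes with the smallest p, and an unweighted mean. A tamoxifen effect averaged over the genotypes, gene sets tested on the interaction, and a fit without WT + TAM replicate 1 and Mtm1-/y replicate 1 together were chosen after seeing the data, as was a fit with each library's trend in GC content and exon length as offset. Lists of 12 B-cell and 12 T-cell genes were written after the *Ighm* values were seen and before those lists were tested. Their effects are given with the results and in the closing section. Single values within groups of 4 were screened with Dixon's test (critical value 0.829). The group of 3 was not screened.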

Results

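Transcripts of the tibialis anterior muscle were sequenced in 15 male mice of the 129Pas strain aged 7 weeks. *Mtm1*-/y males lack a working copy of the X-linked gene for the phosphoinositide phosphatase myotubularin and model X-linked myotubular myopathy. Tamoxifen (TAM) is a selective oestrogen receptor modulator, and its dose, route and duration are not given in the sources used here. The mice formed 4 groups, namely untreated wild type (WT, n = 4), tamoxifen-treated wild type (WT + TAM, n = 4), untreated mutant (Mtm1-/y, n = 4) and tamoxifen-treated mutant (Mtm1-/y + TAM, n = 3). Total counts per library ranged from 22854090 to 45823277 in WT, from 19888576 to 45276748 in WT + TAM, from 23088567 to 41410325 in Mtm1-/y and from 18042558 to 37079596 in Mtm1-/y + TAM. A single count corresponded to between 0.0218 and 0.0554 CPM when scaled by library size alone, without the TMM factor. Of 30672 genes in the count table, 582 had no count in any library and 15533 passed the filter on low counts. The common biological coefficient of variation between mice of a group was 20.8%.

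The first principal component of the log2 CPM values held 41.7% of the variance and separated the genotypes. The 8 wild-type libraries had scores of -43.9 to -22 on it and the 7 mutant libraries had scores of 28.6 to 56.2. The second component (13.5%) set Mtm1-/y replicate 1 apart, with a score of -69.1, and the third (10.3%) set WT + TAM replicate 1 apart, with a score of -73.1. Between libraries of the same group, Pearson's r of log2 CPM across genes ranged from 0.961 to 0.99 over 21 pairs. The labels name no batch, date or litter.

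**Figure D1:**
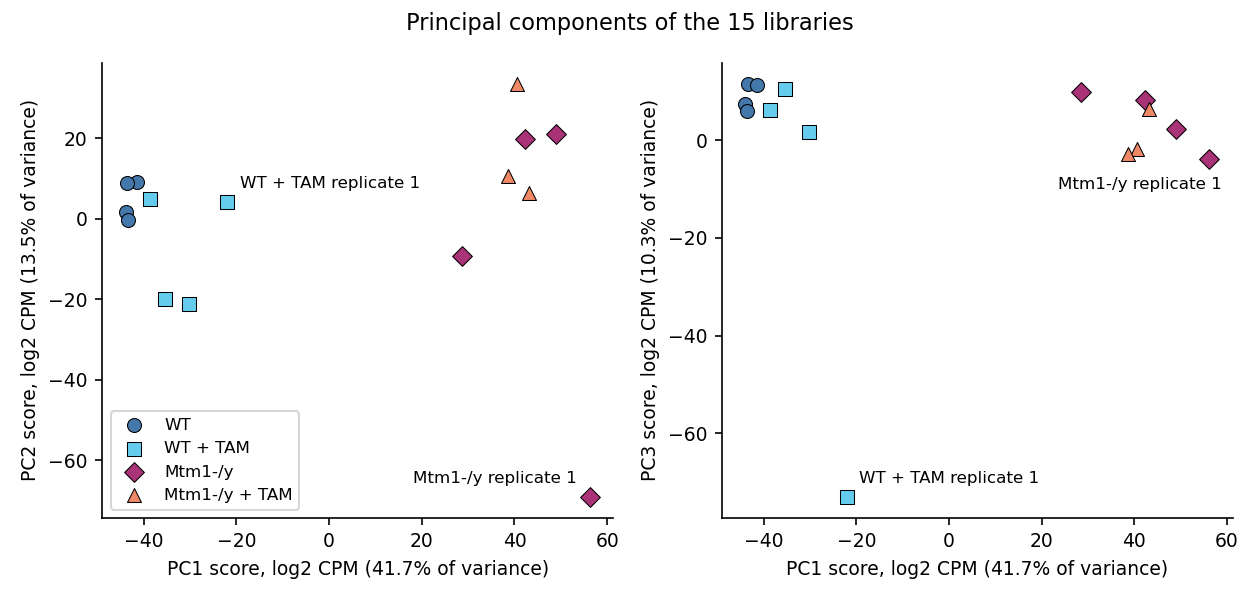
Principal component scores of log2 CPM values for the 15 libraries, with component 1 on the x axes and components 2 (left) and 3 (right) on the y axes, each symbol being a library. The 8 wild-type libraries lie at or below -22 on component 1 and the 7 mutant libraries at or above 28.6.

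The comparison of Mtm1-/y with WT mice asks what loss of *Mtm1* changes in this muscle without the drug. Of the 15533 genes tested with edgeR, 4727 (30.4%) had an adjusted p under 0.05, of which 2407 were higher and 2320 lower in the mutant. The alternative that moved this count most was a further requirement of an absolute log2 fold change over 1, which left 1536 genes (850 higher, 686 lower). The balance of directions depended on the scaling, since upper-quartile factors in place of TMM factors gave 2081 higher and 2721 lower.

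*Mtm1* itself (ENSMUSG00000031337, chromosome X, 71210767 to 71315691, GRCm38) measured 15.3 ± 0.294 CPM in WT (SD, n = 4) and 3.36 ± 0.338 CPM in Mtm1-/y mice (SD, n = 4). The log2 fold change was -2.19 (SE 0.12, adjusted p 5.46e-08). WT + TAM mice had 16.3 ± 1.88 CPM (SD, n = 4) and Mtm1-/y + TAM mice 3.49 ± 0.381 CPM (SD, n = 3). Counts are per gene, so the exons from which the remaining mutant reads came were not analysed here. *Mtm1* heads a list of 24 genes fixed before the data were examined, which covers phosphoinositide and membrane-remodelling genes, oestrogen receptors and targets, myosin heavy chains, and denervation, developmental and atrophy markers. Of the 24 genes, 22 passed the count filter. Of these, 15 were called between Mtm1-/y and WT (11 higher, 4 lower), and 15 were called when adjusted over the list alone.

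Among the listed genes, *Dnm2* (log2 fold change 0.42, SE 0.08, adjusted p 0.00098) and *Bin1* (0.51, SE 0.13, adjusted p 0.01) were higher in the mutant. The oestrogen receptor gene *Esr1* was lower (-0.70, SE 0.14, adjusted p 0.00176), with 27.2 ± 2.26 CPM in WT and 16.7 ± 3.87 CPM in Mtm1-/y mice (SD, n = 4 each). The myostatin gene *Mstn* was also lower (-2.22, SE 0.41, adjusted p 0.00169). The embryonic myosin gene *Myh3* (2.31, SE 0.36, adjusted p 0.000542), the myogenin gene *Myog* (2.62, SE 0.42, adjusted p 0.000595), *Ncam1* (2.80, SE 0.30, adjusted p 3.1e-05) and the acetylcholine receptor genes *Chrna1* (1.84) and *Chrng* (1.67) were higher. The remaining calls were higher *Myh8*, *Trim63* and *Fbxo32*, and lower *Greb1*. The *Fbxo32* call rested on Mtm1-/y replicate 1, without which its log2 fold change was 1.04 and its adjusted p 0.0527. *Sln* is described with the largest changes.

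By the rule for largest changes, 3 genes were named in each direction. Sarcolipin, *Sln* (ENSMUSG00000042045, chromosome 9, 53850164 to 53854560), rose from 1.46 ± 0.0861 CPM in WT to 679 ± 714 CPM in Mtm1-/y mice (SD, n = 4 each), a log2 fold change of 8.86 (SE 0.69, adjusted p 4.12e-06). Mtm1-/y replicate 1 held 1750 CPM of it and the other mutant libraries 303 to 361 CPM. *Cntn2* (chromosome 1, 132509427 to 132543256) had 0 to 2 counts per WT library and 7 to 721 counts per Mtm1-/y library (adjusted p 0.00505), and *Igfbp2* (chromosome 1, 72824503 to 72852474) had 0 to 3 and 58 to 682 counts (adjusted p 0.00131). The highest value of each was in Mtm1-/y replicate 1, and *Cntn2* was not called by limma-voom (adjusted p 0.0932). The antisense transcript *C130080G10Rik* (chromosome 2, 114054335 to 114064868) was lower in the mutant by a log2 fold change of -6.55 (SE 1.07, adjusted p 0.00075). The peptide transporter gene *Slc15a5* (chromosome 6, 137983586 to 138079916) was lower by -6.11 (SE 1.1, adjusted p 0.00148). The immunoglobulin constant region gene *Ighm* (chromosome 12, 113418558 to 113422730) fell from 60.6 ± 9.44 CPM in WT to 1.85 ± 1.64 CPM in Mtm1-/y mice (SD, n = 4 each), a log2 fold change of -5.02 (SE 0.66, adjusted p 0.000192). For each of these 6 genes the 4 WT and 4 Mtm1-/y libraries did not overlap, as the rule required.

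**Figure D2:**
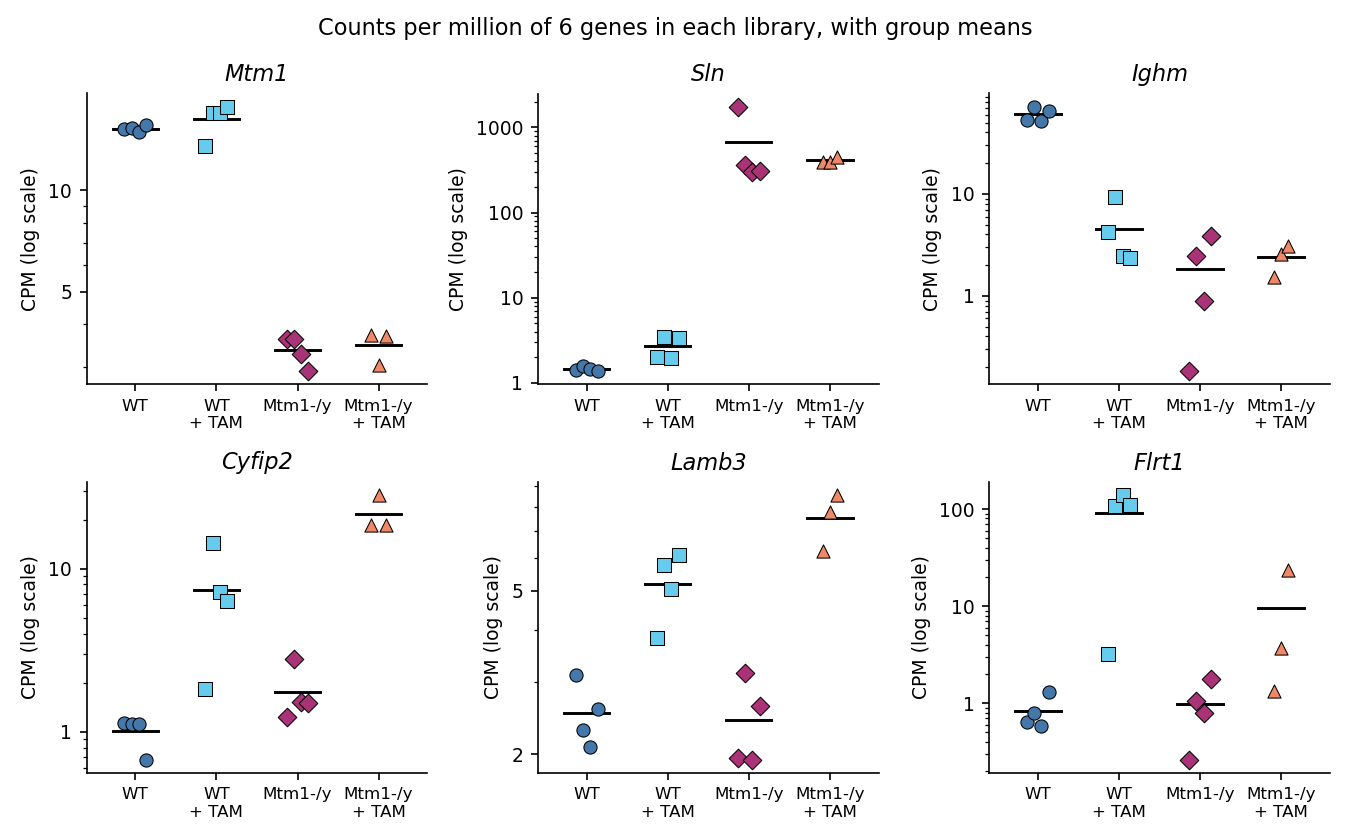
CPM of *Mtm1*, *Sln*, *Ighm*, *Cyfip2*, *Lamb3* and *Flrt1* in the 15 libraries, on log axes, with a symbol for each library and a line for each group mean. *Mtm1* and *Sln* separate the genotypes, *Ighm* separates WT from the other groups, and *Cyfip2* and *Lamb3* are higher in the treated libraries of each genotype.

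Of 18 gene sets fixed before the data were examined, 7 were called between Mtm1-/y and WT by camera with a preset inter-gene correlation of 0.01, adjusted over the 72 tests of 18 sets in 4 comparisons. The median log2 fold changes of the higher sets were 1.51 for denervation-responsive genes (19 of 20 genes higher), 1.23 for developmental muscle genes (16 of 20), 1.07 for immediate early genes (21 of 22) and 0.67 for atrophy genes (20 of 20). The lower sets were fatty acid oxidation (-0.34, adjusted p 0.0126), cholesterol biosynthesis (-0.26, adjusted p 0.0428) and oxidative phosphorylation (-0.22, adjusted p 0.0332). With a correlation estimated for each set, 1 of the 7 calls held, that of the denervation-responsive set (adjusted p 0.0104). Without Mtm1-/y replicate 1 the oxidative phosphorylation set was not called (-0.14). It was also not called without WT replicate 3 (-0.18) or Mtm1-/y replicate 4 (-0.20), and the cholesterol set was not called without WT replicate 1 (-0.18) or Mtm1-/y replicate 3 (-0.21).

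The comparison of Mtm1-/y + TAM with Mtm1-/y mice asks what tamoxifen changes in the mutant muscle. With edgeR, 2 genes were called, each higher with treatment, and 861 genes had an unadjusted p under 0.05 where 777 are expected by chance. DESeq2 called 4 genes and limma-voom 2. *Lamb3* (ENSMUSG00000026639, chromosome 1, 193207699 to 193343878), which encodes a laminin subunit, rose from 2.42 ± 0.58 CPM (SD, n = 4) to 7.52 ± 1.16 CPM (SD, n = 3), a log2 fold change of 1.65 (SE 0.21, adjusted p 0.0132). *Cyfip2* (ENSMUSG00000020340, chromosome 11, 46193850 to 46312859), which encodes a subunit of an actin-regulating complex, rose from 1.76 ± 0.695 CPM (SD, n = 4) to 21.7 ± 5.61 CPM (SD, n = 3), a log2 fold change of 3.65 (SE 0.49, adjusted p 0.028). Each treated library lay above all untreated mutant libraries for either gene. The *Cyfip2* call did not hold in 7 of 7 fits without a mutant library, in which its adjusted p ranged from 0.055 to 0.17 and its log2 fold change from 3.42 to 3.94. The *Lamb3* call was lost without Mtm1-/y replicate 3 (adjusted p 0.106), Mtm1-/y + TAM replicate 2 (0.114) or Mtm1-/y + TAM replicate 3 (0.0855), with log2 fold changes of 1.55 to 1.62.

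None of the 22 tested genes of the fixed list was called in this comparison over all genes or adjusted over the list alone. *Mtm1* changed by 0.05 (SE 0.13), *Dnm2* by -0.10 (SE 0.08), *Bin1* by 0.12 (SE 0.14) and *Sln* by -0.72 (SE 0.52, but 0.35 without Mtm1-/y replicate 1) on the log2 scale. Camera called 10 of 18 sets. The slow fibre (0.72), extracellular matrix (0.37), macrophage and inflammation (0.62), oxidative phosphorylation (0.13), fatty acid oxidation (0.18), blood (0.62) and adipose (1.03) sets were higher with tamoxifen, and the atrophy (-0.15), myotubularin and phosphoinositide kinase (-0.13) and immediate early (-0.35) sets were lower, each value being a median log2 fold change. None of the 10 was called with an estimated correlation or by fry. In fits without a library the medians ranged from 0.41 to 0.94 (slow fibre), 0.01 to 0.65 (extracellular matrix), 0.44 to 0.88 (macrophage), 0.05 to 0.19 (oxidative phosphorylation), 0.13 to 0.22 (fatty acid oxidation), 0.32 to 0.86 (blood), 0.57 to 1.31 (adipose), -0.24 to -0.02 (atrophy), -0.17 to -0.09 (myotubularin) and -0.46 to -0.28 (immediate early). Without Mtm1-/y replicate 1, 7 sets were called, of which 5 were among the 10, and the atrophy (-0.02), extracellular matrix (0.10), oxidative phosphorylation (0.05), myotubularin (-0.09) and blood (0.37) sets were not called. Without Mtm1-/y + TAM replicate 2, 7 were called, of which 6 were among the 10, and the slow fibre (0.41), atrophy (-0.14), extracellular matrix (0.01) and adipose (0.57) sets were not. The fatty acid oxidation set was not called without Mtm1-/y replicate 2 (0.16), Mtm1-/y replicate 4 (0.17) or Mtm1-/y + TAM replicate 1 (0.13). The atrophy set was not called without Mtm1-/y + TAM replicate 3 (-0.13), nor the adipose set without Mtm1-/y replicate 4 (0.93). The sets of oestrogen receptors and targets and of cholesterol biosynthesis were not called (adjusted p 0.961 and 0.8).

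The comparison of WT + TAM with WT mice asks what tamoxifen changes in muscle with intact *Mtm1*, unless the untreated WT libraries form a batch. It gave 48 genes, of which 28 were higher and 20 lower, with 1757 genes at an unadjusted p under 0.05. DESeq2 called 295 genes, which included all 48, and limma-voom called 39. Without WT + TAM replicate 1 the count was 111. Without WT replicates 1, 2, 3 and 4 in turn it was 11, 14, 17 and 19, and without WT + TAM replicates 3 and 4 it was 22 and 21. The 3 largest increases by the rule were *AC109619.1* (chromosome 19, 7087469 to 7088421, log2 fold change 7.03, SE 1.24, adjusted p 0.0362), *Flrt1* (chromosome 19, 7092001 to 7105729, 6.75, SE 1.19, adjusted p 0.0362) and *Cyfip2* (2.88, SE 0.49, adjusted p 0.0296). *Flrt1* measured 0.824 ± 0.324 CPM in WT and 90.3 ± 59.8 CPM in WT + TAM mice (SD, n = 4 each), of which WT + TAM replicate 1 had 3.19 CPM. *AC109619.1* is annotated as an antisense transcript and lies near *Flrt1* on the same strand, and the strand setting of the counting is not given in the sources used here. It measured 1.68 CPM in WT + TAM replicate 1 and 28.6 to 39.2 CPM in the other WT + TAM libraries. The 3 largest decreases were *Ighm* (-3.77, SE 0.62, adjusted p 0.0296), *Atp13a5* (chromosome 16, 29231851 to 29378732, -2.55, SE 0.46, adjusted p 0.0362) and *Tph1* (chromosome 7, 46644641 to 46672537, -2.39, SE 0.35, adjusted p 0.00942). Of these 6 genes, *Tph1* was called in each of its 15 alternatives, with adjusted p values up to 0.0444, and the other 5 were each lost in 6 or more fits without a library. In those fits their log2 fold changes were 6.75 to 7.32 for *AC109619.1*, 6.46 to 7.07 for *Flrt1*, 2.72 to 2.95 for *Cyfip2*, -3.83 to -3.54 for *Ighm* and -2.73 to -1.93 for *Atp13a5*. *Ighm* and *Tph1* were also low in untreated mutants (1.85 and 1.05 CPM, against 60.6 and 6.02 CPM in WT). The other genes of these 6 were not called between Mtm1-/y and WT. For *Ighm* and *Tph1* a difference of the untreated WT libraries therefore stays open beside a response to the drug.

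No tested gene of the fixed list was called with tamoxifen in WT mice, over all genes or adjusted over the list alone. The progesterone receptor gene *Pgr* (chromosome 9, 8899833 to 8968611), a listed oestrogen receptor target, was under the count filter. It had 5 to 17 counts in the 4 WT + TAM libraries and 0 to 2 in the 4 WT libraries (exact permutation p 0.0286, the share of 70 arrangements with at least as large an absolute difference and the smallest they allow). In the mutants it had 0, 7 and 5 counts in the treated libraries and 0 counts in each of the 4 untreated ones (exact p 0.143, 35 arrangements, or 0.286 as the doubled smaller tail). A test of both genotypes together, with treatment permuted within genotype and chosen after these values were seen, gave an exact p of 0.00204 over 2450 arrangements. In edgeR without the count filter *Pgr* was not called in WT mice (adjusted p 0.0721) or in mutants (0.841), and was called for the effect averaged over both genotypes (0.0156). The group means of *Pgr* lie at or below 0.377 CPM. A count of 0 allowed up to 0.13 CPM in the shallowest untreated mutant library (3 counts, counting error only). That limit is scaled by library size alone, whereas the means also include the TMM factor.

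In WT mice 6 sets were called with tamoxifen, each higher. They were the slow fibre (1.33), blood (0.73), immediate early (0.53), peripheral nerve (0.34), denervation-responsive (0.25) and atrophy (0.14) sets, and none was called with an estimated correlation. Fry called 1 of them, the immediate early set (adjusted p 0.0207). Without WT + TAM replicate 1 the slow fibre median was 0.36, the peripheral nerve median -0.01 and the denervation-responsive median 0.12, and none of these 3 was called. Without WT + TAM replicate 2 the denervation-responsive (0.29), blood (0.50) and peripheral nerve (0.34) sets were not called. The atrophy set was not called without WT replicate 1 (0.09) or WT + TAM replicate 4 (0.10), nor the peripheral nerve set without WT replicate 1 (0.26).

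Whether tamoxifen acted differently in the 2 genotypes was tested by the interaction of genotype and treatment. EdgeR called 0 genes, with 1650 at an unadjusted p under 0.05 and a smallest adjusted p of 0.176. Limma-voom called 0 and DESeq2 72. Without WT + TAM replicate 1 edgeR called 7 genes, and without Mtm1-/y replicate 4 it called 3. Of the 48 genes called in WT mice, 36 changed in the same direction in the mutant, 19 had an unadjusted p under 0.05 there, and 2 (*Lamb3* and *Cyfip2*) were called in both. The median log2 fold change of the 28 genes raised in WT mice was 1.56 in WT and 0.55 in the mutant, and that of the 20 lowered genes was -1.24 in WT and -0.10 in the mutant. Selecting genes by their change in WT mice makes it larger there. These medians alone therefore do not measure a weaker response in the mutant.

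The comparison of Mtm1-/y + TAM with WT + TAM mice measures the genotype effect under the drug. It called 3121 genes (1652 higher, 1469 lower), 934 of them with an absolute log2 fold change over 1. Without Mtm1-/y + TAM replicate 2 the count was 1656, and without WT + TAM replicate 1 and Mtm1-/y replicate 1 together it was 4600. Of the 3121 genes, 2143 were also called between the untreated groups, 2142 of them in the same direction, where 475 are expected for independent lists. *Mtm1* differed by -2.23 (SE 0.13, adjusted p 2.02e-07), and 13 genes of the fixed list were called (8 higher, 5 lower), 13 when adjusted over the list alone. Camera called 5 sets, with medians of 1.13 for developmental muscle, 1.04 for denervation-responsive, 0.22 for atrophy, 0.78 for macrophage and inflammation and -0.73 for blood, and the denervation-responsive call held with an estimated correlation (adjusted p 0.0128). The macrophage set was not called without Mtm1-/y + TAM replicate 2 (0.49), nor the blood set without WT + TAM replicate 2 (-0.53) or Mtm1-/y + TAM replicate 1 (-0.52). The atrophy set was not called without WT + TAM replicate 1 (0.26), WT + TAM replicate 2 (0.21) or Mtm1-/y + TAM replicate 1 (0.20).

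Over the 4727 genes called without tamoxifen, the slope through the origin of the log2 fold changes under tamoxifen on those without it was 0.678. Over the 3121 genes called under tamoxifen, the reverse regression had a slope of 0.866. Each slope was below 1, as selecting genes by their size in one comparison makes them larger there, so neither slope alone measures a smaller effect under the drug. Fold changes had the same sign for 92.4% of the first genes and 96.5% of the second. Pearson's r across all tested genes was 0.717, and genes are not independent replicates.

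**Figure D3:**
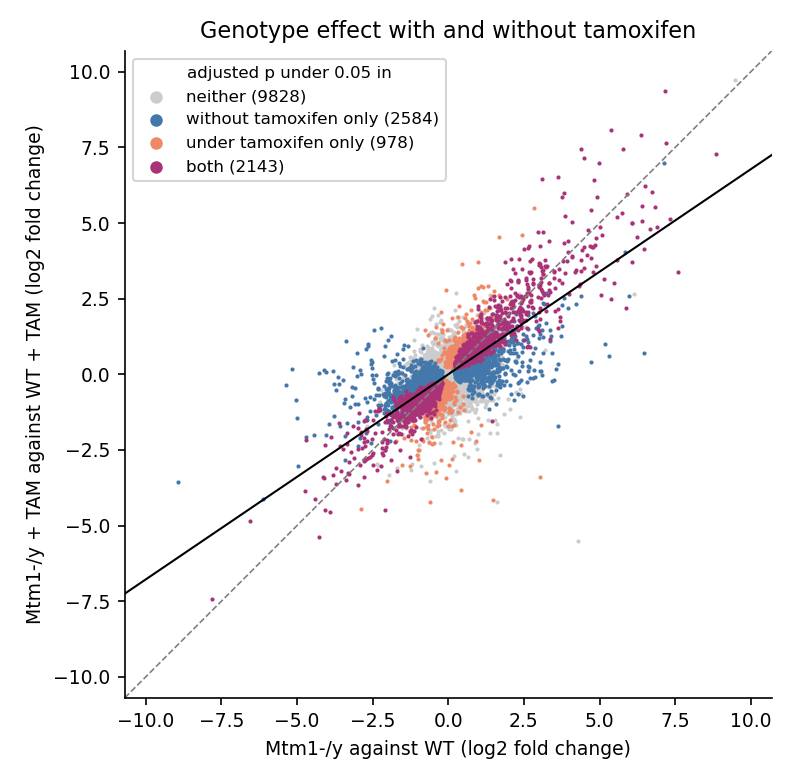
Log2 fold changes of Mtm1-/y + TAM against WT + TAM (y axis) and of Mtm1-/y against WT (x axis) for the 15533 tested genes. Each point is a gene, coloured by the comparison in which its adjusted p was under 0.05, the dashed line marks equal changes and the solid line has the slope of 0.678 fitted to the 4727 genes called without tamoxifen.

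How far treated mutants remained from untreated WT mice was measured by comparing Mtm1-/y + TAM with WT. It gave 3615 genes (1854 higher, 1761 lower), 1215 of them with an absolute log2 fold change over 1. Without Mtm1-/y + TAM replicate 2 the count was 2188, and in a fit of the 2 groups alone it was 5420.

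A genotype score placed each library on an axis between WT (0) and Mtm1-/y (1), with each untreated library scored on an axis fitted without it. Mean scores were 0.0436 ± 0.00821 in WT (SD, n = 4), 0.21 ± 0.0737 in WT + TAM (SD, n = 4), 0.902 ± 0.118 in Mtm1-/y (SD, n = 4) and 0.91 ± 0.0147 in Mtm1-/y + TAM (SD, n = 3). Treated mutants differed from untreated mutants by 0.00826, less than the SD among the untreated mutants (exact permutation p 1 as the doubled smaller tail, 35 splits, and 0.971 by absolute difference). The largest change among the alternatives was to -0.0428 without Mtm1-/y replicate 3. Scores of WT + TAM libraries (0.13 to 0.301) lay above all WT scores (0.0325 to 0.0518). The difference of 0.167 had an exact permutation p of 0.0286 by either definition, the smallest that 70 assignments allow. Scores were permuted without refitting the axis, and treated and untreated libraries were scored differently, so the score p values are approximate.

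**Figure D4:**
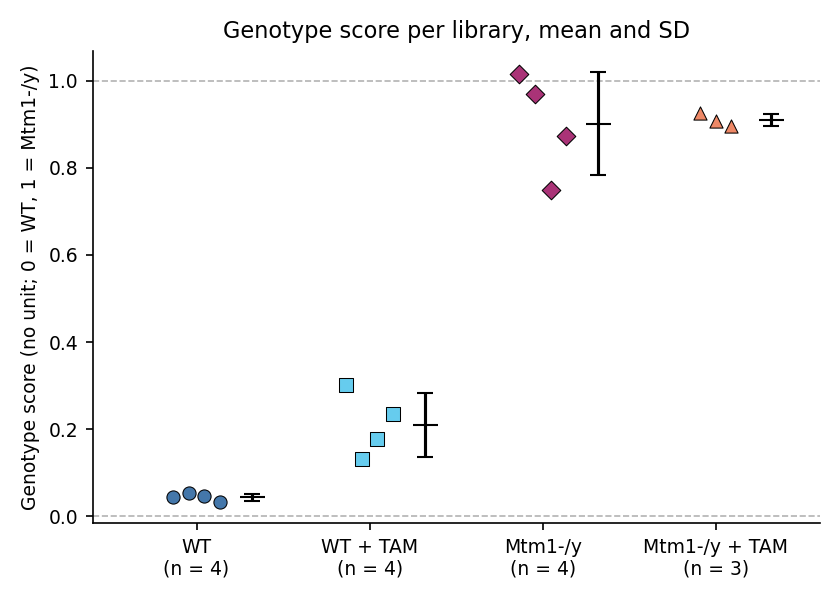
Genotype score of each library (no unit, 0 for WT and 1 for Mtm1-/y), by group, with a symbol for each library and the group mean and SD beside them. The 3 Mtm1-/y + TAM libraries (0.897 to 0.926) lie within the range of the 4 Mtm1-/y libraries (0.749 to 1.02).

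The share of genotype genes that tamoxifen moved back toward WT was computed with different Mtm1-/y libraries in the 2 comparisons. Of 3159 to 5723 genes called between 2 Mtm1-/y libraries and the 4 WT libraries, a median of 52.1% had an opposite sign in Mtm1-/y + TAM minus the other 2 Mtm1-/y libraries, with a range of 41.7 to 61% over 6 ways to divide them. In simulated counts without any drug effect the median over the 6 ways was 50.1% (48.8 to 50.9% over 20 simulations). That range is of medians, not of single ways. When the same 4 Mtm1-/y libraries served in both comparisons, the share was 66.1% of 4727 genes. In 20 simulations without a drug effect it was 59.9% (58.9 to 61.2%), since shared libraries alone raise it. Genes were simulated independently, without deviations shared by many genes of a library. The simulated range may therefore be too narrow, and it cannot show that 66.1% is more than no effect gives.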

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

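The tests of slow-fibre and adipose transcripts in WT + TAM replicate 1, the held-out tamoxifen scores, both tests of Mtm1-/y replicate 1 and the gene sets on the interaction were chosen after the result was seen. Single libraries far from the rest of their group were sought with Dixon's test in groups of 4, which singled out 17 values in 159 tests where chance gives about 8, so some of them are expected without any cause.

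WT + TAM replicate 1 stood apart from the 3 other WT + TAM libraries, with 532 genes more than 1 log2 unit above all of them and 229 below all of them. Its log2 CPM values far from the others were those of *Myh7* (8.78), *Mstn* (7.20), *Flrt1* (1.70) and *AC109619.1* (0.80). *Myh7* measured 439 CPM in it and 1.45 to 3.7 CPM in the 3 others. Of 14 adipose genes, 12 were higher in it than in each of the 3 others, with a median log2 difference of 2.72, and *Adipoq* measured 12 CPM against 0.0381 to 1.43 CPM. Adipose tissue in this sample is a candidate source of those transcripts. Of 12 slow fibre genes, 9 were higher than in each of the others, with a median log2 difference of 2.59, and a piece of slower muscle in the sample stays open. The oxidative phosphorylation (-0.61) and fatty acid oxidation (-0.47) sets were lower and the fast fibre set was level (0.03). The extracellular matrix (1.33) and peripheral nerve (0.99) sets were higher. These values do not decide it, since *Myh7* was far below *Myh4* in this library (439 against 44400 CPM). A piece of slower muscle could be too small to move the sets of abundant genes. A wrong treatment label also stays open. On the 71 genes called for the tamoxifen effect averaged over both genotypes in a fit without this library, it scored 0.4 on a scale from WT (0) to the other WT + TAM libraries (1). Each other library, held out in the same way from fits without WT + TAM replicate 1, scored -0.06 to 0.08 in WT and 0.89 to 0.97 in WT + TAM. *Atp13a5* (3.6 CPM, 10.2 to 34.2 in WT) and *Pgr* (5 counts, 0 to 2 in WT) were on the treated side, as were *Ighm* (4.21 CPM, 52.4 to 71.6 in WT) and *Tph1* (0.777 CPM, 3.81 to 10.1 in WT), which were also low in untreated mutants. *Flrt1* (3.19 CPM) and *Cyfip2* (1.84 CPM) lay closer to WT. Its total of 24535118 counts lies within the range of its group, so depth does not set it apart. The design names no biological difference between the mice of this group, and none was tested.

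Mtm1-/y replicate 1 also stood apart, with 416 genes above and 621 genes below the 3 other Mtm1-/y libraries by more than 1 log2 unit. Its log2 CPM was far from the others for *Sln* (10.77) and *Tph1* (-0.83), as was its mean over the blood set (1.94). A mouse without the mutation under this label was excluded by its genotype score of 1.016, where WT libraries scored 0.0325 to 0.0518. A lower share of all non-muscle tissue was not borne out, since the adipose set had a median log2 difference of 0.59 where the extracellular matrix (-1.95), blood (-1.62) and macrophage (-1.36) sets were lower. A loss limited to some of these tissues stays open. No biological explanation was tested.

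The remaining values far from their group were log2 CPM values of *Atp13a5* (5.10), *Trim63* (7.37) and the mean of the atrophy set (6.03) in WT replicate 1, *Cyfip2* (-0.44) and *Dnm2* (5.78) in WT replicate 4, and *Pik3c2b* (5.39) in WT replicate 3. In WT + TAM mice they were *Cntn2* (-1.90) and *Myog* (4.15) in replicate 2 and *Fbxo32* (9.16) in replicate 4, and in Mtm1-/y mice *Gper1* (0.32) in replicate 4. The gap for *Dnm2* was from 5.78 to 5.84 and for *Pik3c2b* from 5.39 to 5.49. No technical or biological explanation was tested for these 10 values.

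The effect of tamoxifen differed between the genotypes for 6 of 18 gene sets in a camera test of the interaction, adjusted over these 18 tests alone. The median interaction log2 fold changes were -0.72 for immediate early genes (adjusted p 9.94e-10, 21 of 22 genes below 0), -0.51 for denervation-responsive genes (adjusted p 0.00771), -0.45 for peripheral nerve (adjusted p 0.00658), -0.31 for atrophy (adjusted p 0.000358), 0.22 for fatty acid oxidation (adjusted p 0.0141) and 0.17 for oxidative phosphorylation (adjusted p 0.0219). With an estimated correlation only the immediate early call held (adjusted p 0.0311). Without WT + TAM replicate 1 the peripheral nerve (-0.19), fatty acid oxidation (0.14) and oxidative phosphorylation (0.04) sets were not called. Without Mtm1-/y replicate 4 these 3 were not called either (-0.34, 0.21 and 0.17). The oxidative phosphorylation set was also not called without WT replicate 3 (0.16), Mtm1-/y replicate 1 (0.07) or Mtm1-/y + TAM replicate 3 (0.14), nor the denervation-responsive set without Mtm1-/y + TAM replicate 3 (-0.33). Some values moved while the call held. Without WT + TAM replicate 4 the fatty acid oxidation median was 0.35 (adjusted p 9.88e-08) and the oxidative phosphorylation median 0.27 (adjusted p 1.08e-05). The atrophy median was -0.11 without Mtm1-/y replicate 1 (adjusted p 0.00312). The denervation-responsive median was -0.33 without that library (adjusted p 0.0206) and -0.31 without WT + TAM replicate 1 (adjusted p 0.0464). Other sets were called in some fits without a library. The macrophage and inflammation set was called without WT replicate 2 (0.31, adjusted p 0.0167), Mtm1-/y replicate 2 (0.47, 0.0152), Mtm1-/y replicate 4 (0.30, 0.0317) or Mtm1-/y + TAM replicate 1 (0.37, 0.0398), and the triad and calcium release set without Mtm1-/y replicate 1 (-0.13, 0.018). The adipose set was called only without WT + TAM replicate 1 (1.59, adjusted p 0.000208, against 0.26 with it), and the slow fibre set (-0.93) only without WT + TAM replicate 3 (-1.23, adjusted p 0.0147).

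The immediate early set rose with tamoxifen in WT mice (0.53) and fell in mutants (-0.35). Trends in GC content and gene length were tested with each library's trend as offset, which left the interaction at -0.75, so they do not account for it. A single library does not account for it either, as the value closest to 0 over 15 fits without a library was -0.65. With the same offset the oxidative phosphorylation median went from 0.17 to 0.14, its adjusted p from 0.0219 to 0.141, and its call ended. These genes may respond to handling and time of sampling, which the labels do not give, so a difference in sampling and a difference in the response of the mutant to the drug both stay open and untested.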

How the results depend on the processing

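Leaving out WT + TAM replicate 1 and Mtm1-/y replicate 1 together, the averaged tamoxifen effect, the sets on the interaction, sets with offsets for GC content and gene length, and the library means of single sets were tests chosen after the data were seen. Of the values called, 1 changed direction, the peripheral nerve set with tamoxifen in WT mice, which was 0.34 and became -0.01 without WT + TAM replicate 1 (-0.01 to 0.57 in fits without a library), and the cause was not tested. Values that were not called changed sign more often, in 3 alternatives for named genes between Mtm1-/y and WT (all *Pik3c2b*) and in 10 with tamoxifen in mutants, among them *Sln* (-0.72 to 0.35) and *Fbxo32* (-0.30 to 0.28) without Mtm1-/y replicate 1. The slow fibre interaction went from -0.93 to 0.29 without WT + TAM replicate 1. With RLE or upper-quartile factors the median of all genes moved by at most 0.048 on the log2 scale from its value with TMM, and the 3 scalings differed by up to 0.064.

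The count between Mtm1-/y and WT was 3693 to 5257 in the alternatives without a threshold on the fold change, and 3693 to 4736 in fits without a library. An added threshold of 1 on the absolute log2 fold change left 1536 genes between Mtm1-/y and WT, 934 between Mtm1-/y + TAM and WT + TAM, 1215 between Mtm1-/y + TAM and WT, and 18 for the averaged tamoxifen effect (32 without it), by construction, as it removes smaller changes.

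The 2 genes called with tamoxifen in mutants became 1 without a filter on low counts, 4 with DESeq2, 1 in a fit of the 2 groups alone, and 7 without both libraries named above. In fits without a library they were 0 to 2, with 0 without Mtm1-/y replicate 3, Mtm1-/y + TAM replicate 2 or Mtm1-/y + TAM replicate 3. The 48 genes in WT mice became 295 with DESeq2 and 347 without both libraries, and 11 (without WT replicate 1) to 111 (without WT + TAM replicate 1) in fits without a library. The interaction, with 0 genes by edgeR (1650 at an unadjusted p under 0.05, 0 by limma-voom), had 2 without a filter, 72 with DESeq2, 14 without both libraries, and 0 to 7 in fits without a library, the 7 being without WT + TAM replicate 1. The averaged effect had 115 with DESeq2, 128 without both libraries and 10 (without Mtm1-/y + TAM replicate 3) to 71 (without WT + TAM replicate 1). Genes between Mtm1-/y + TAM and WT + TAM were 1656 to 3339 and between Mtm1-/y + TAM and WT 2188 to 3068 in fits without a library, each lowest without Mtm1-/y + TAM replicate 2. Fits of the 2 groups alone gave 2948 and 5420 for these comparisons, and fits without both libraries named above 4600 and 5260. The cause was not tested for these changes.

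With an estimated correlation, camera called 1 set between Mtm1-/y and WT, 0 with tamoxifen in mutants, 0 with tamoxifen in WT mice, 1 between Mtm1-/y + TAM and WT + TAM, and 1 on the interaction. Fry called 0 with tamoxifen in mutants and 1 in WT mice. Between Mtm1-/y and WT it called 6, with the oestrogen receptor and target set gained (adjusted p 0.00414) and the oxidative phosphorylation (0.47) and fatty acid oxidation (0.123) sets lost. Between Mtm1-/y + TAM and WT + TAM it called 5, with the oestrogen (0.00353), cholesterol (0.0243) and myotubularin (0.0211) sets gained and the atrophy (0.147), macrophage (0.217) and blood (0.108) sets lost. With trends in GC content and gene length as offsets no set call was lost in the 4 comparisons. Between Mtm1-/y and WT the fast fibre (-0.40, adjusted p 0.0109) and blood (-0.90, 0.0266) sets were gained, and between Mtm1-/y + TAM and WT + TAM the fast fibre (-0.26, 0.0117) and oxidative phosphorylation (-0.22, 0.0141) sets. Without a filter camera called 8 between Mtm1-/y + TAM and WT + TAM. In fits without a library the number of sets was 3 to 9 with tamoxifen in WT mice, 3 to 7 between Mtm1-/y + TAM and WT + TAM and 4 to 7 on the interaction. The cause was not tested. Over the 28 set calls, 267 of 349 alternatives kept the call, 81 lost it and 1 changed direction.

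The score difference between WT + TAM and WT was 0.137 to 0.193 with a library left out of the finished scores, where its exact permutation p was 0.0571. As the doubled smaller tail this is the smallest value with 7 libraries, by construction. By absolute difference p was 0.0286 without a WT + TAM library and 0.0571 without a WT library. The score difference in mutants ranged from -0.0428 (without Mtm1-/y replicate 3) to 0.0463, and was also below 0 without Mtm1-/y replicate 4 (-0.00147) and with an unweighted mean (-0.00395). With a prior count of 5 the score differences were 0.0105 in mutants and 0.167 in WT mice, and on 500 genes 0.0255 and 0.149. The share moved back was 66.1% with shared libraries and 50.5 to 52.4% in the other alternatives. Sharing raises it by construction, to 58.9 to 61.2% in simulations without a drug effect. Genes were simulated independently there, so that range may be too narrow and cannot show that 66.1% is more than no effect gives. The slope was 0.866 in the reverse regression, which selects genes in the other comparison, and 0.626 to 0.748 in fits without a library.

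Among named genes, 400 of 404 alternatives stayed on the same side of the threshold between Mtm1-/y and WT, with calls lost for *Fbxo32* and *Cntn2* and gained for *Myh7* and *Myh2* in a fit of the 2 groups alone. In mutants with tamoxifen 323 of 335 did, but 22 of the 24 genes counted were not called to begin with. The *Cyfip2* call held in 6 of 14 alternatives and the *Lamb3* call in 10 of 14, with 12 calls lost (8 for *Cyfip2*, 4 for *Lamb3*). In WT mice 43 of 90 kept the call and 47 lost it. DESeq2 gave no adjusted p for *Sln*, with log2 fold changes of 8.88 between Mtm1-/y and WT and -0.74 with tamoxifen in mutants. Replicate numbers do not pair the libraries, since the same-numbered library correlated best in 13 of 42 combinations. The stricter filter gave 4678, 2, 46, 3151, 3625 and 0 genes in the order of the methods. With the number as a block the gene counts were 4473, 2, 33, 2792, 3303 and 0.

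Other splits of the same libraries were counted once each, the real split included. As many genes were called in 1 of 35 splits for Mtm1-/y against WT (4727, highest other 0) and WT + TAM against WT (48, highest other 1). The same held for Mtm1-/y + TAM against WT + TAM (3121, highest other 1611) and Mtm1-/y + TAM against WT (3615, highest other 0). For the averaged effect it was 1 of 100 (32, highest other 2). These are the smallest shares the splits allow, not adjusted over the comparisons, so chance is unlikely for them without being excluded. The split with 1611 genes differed from the real split only in grouping WT + TAM replicate 1 with the treated mutants, so it still followed genotype for the 6 other libraries. For tamoxifen in mutants, 2 of 35 splits gave 2 genes or more (highest other 2), so chance is not excluded. For the interaction 100 of 100 gave 0 or more (highest other 4), which decides nothing, as the real count was 0. For the number of gene sets called chance is not excluded, with 15 of 35 splits for the real 7 (highest other 11), 2 of 35 for 10 (10), 28 of 35 for 6 (9) and 32 of 35 for 5 (13), for Mtm1-/y against WT, tamoxifen in mutants, tamoxifen in WT mice and Mtm1-/y + TAM against WT + TAM. These counts do not judge single sets. Between WT and Mtm1-/y libraries the mean log2 CPM did not overlap for 11 of 18 sets, of which 5 were not called, so a lack of overlap does not mark out the called sets. The distance was widest for the denervation-responsive set (3.3 to 3.32 and 4.79 to 5.6), whose call held in 13 of 13 alternatives.

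Depth limits the lowest counts. A count of 0 allowed up to 0.0655 CPM in the deepest library and 0.166 CPM in the shallowest (3 counts). These limits are scaled by library size alone, without the TMM factor. Genes under the count filter were tested only in the fit without a filter, apart from *Pgr*.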

Other observations

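The averaged tamoxifen effect, the score without WT + TAM replicate 1 and the comparison of GC-rich genes between WT and the other libraries were tests chosen after the result was seen.

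The effect of tamoxifen averaged over both genotypes called 32 genes (27 higher, 5 lower), with 1031 at an unadjusted p under 0.05. All 32 changed in the same direction in both genotypes, as the contrast favours. Of them, 23 were also called in WT mice alone and 2 in mutants alone, and 22 were called by edgeR, DESeq2 and limma-voom. In each of 15 fits without a library, 10 were called, with averaged log2 fold changes of 4.22 for *Klk1*, 3.47 for *Otoa*, 3.26 for *Cyfip2*, 2.30 for *Gm15337*, 1.60 for *Rhpn2*, 1.34 for *Lamb3*, 1.04 for *Pcx*, 0.94 for *Kmt5a*, 0.60 for *Twnk* and 0.48 for *Sept11*. These names were chosen after their values were seen. With trends in GC content and gene length as offsets, 68.8% of the 32 were called again, so these trends do not account for most of them. A response to the drug shared by both genotypes is a hypothesis that these data may hold, found and tested on the same libraries.

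Log2 fold changes between Mtm1-/y and WT correlated with GC content across 11191 genes (Spearman 0.209), as did those between WT + TAM and WT (0.212). With the trends as offsets 4683 genes were called between Mtm1-/y and WT, and 84.3% of the 4727 were called again in the same direction, so the trends do not account for most of that difference. The 4 WT libraries had median log2 deviations of GC-rich genes (415 genes) of -0.13 to -0.09 and the 11 others of -0.04 to 0.16. A batch of untreated WT libraries therefore could not be excluded. It cannot be told apart from a difference of that group, because all 4 libraries are of a single group.

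The genotype score of WT + TAM libraries lay 0.167 above that of WT libraries. It was 0.165 with the trends in GC content and length removed and 0.137 without WT + TAM replicate 1, so neither accounts for it. On an axis fitted on the treated libraries, WT minus held-out WT + TAM was -0.0441 (exact permutation p 0.743). Before this test, any value under 0 was taken to speak against an effect of the choice of axis. That bound was wrong, as it did not ask for more than the spread, and the difference was 0.0257 without WT + TAM replicate 1. Whether treated WT mice moved toward the mutant, or the axis or a batch of WT libraries sets the difference, therefore stays open.

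*Ighm* measured 52.4 to 71.6 CPM in the WT libraries and 4.57 ± 3.25 CPM in WT + TAM (SD, n = 4), with 1.85 ± 1.64 CPM in Mtm1-/y (SD, n = 4) and 2.41 ± 0.796 CPM in Mtm1-/y + TAM mice (SD, n = 3). B cells in the WT samples were tested with 12 of their genes, of which 4 passed the count filter. Their median log2 fold change between WT + TAM and WT was -0.01, and the light chain gene *Igkc* measured 1.15 CPM in WT and 1.73 CPM in WT + TAM mice, so B cells do not account for *Ighm* in WT + TAM mice. Between Mtm1-/y and WT the median was -0.87 (3 of 4 genes lower, *Igkc* -1.16, *Ighd* -1.06) where *Ighm* changed by -5.02, so fewer B cells in mutants could hold for a part of the fall and stay open there. Of 12 T-cell genes 1 passed the filter, with a log2 fold change of -0.67, too few to decide, and T cells in the WT samples cannot be told apart from their absence. No biological explanation was tested.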
